A study of Mus musculus with 2 samples. Its data were reported in "Spatially tunable multiomic sequencing using light-driven combinatorial barcoding of molecules in tissues" (2026).

How the data were processed

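The SVZ and the cortex of the embryonic mouse brain were measured by LCM and bulk RNA-seq at embryonic day 16.5, with 1 library for each area. Per the study's methods, cryosections were stained with haematoxylin and eosin, the areas were cut with a laser microdissection microscope, RNA was extracted with a column kit for small inputs, and cDNA libraries were made with a low-input kit and sequenced as paired ends. The authors removed adapters with cutadapt and mapped read 1 alone to mm10 (the Illumina iGenomes build, equal to GRCm38) with STAR, which also counted reads per gene. The deposited counts are whole reads per gene, not normalized, in 3 columns per library, of which the first ignores strand and the other 2 count each strand apart. Molecular identifiers and removal of duplicate reads are not given in the sources used here, and reads were treated as PCR copies without identifiers. STAR leaves out of a gene's count any read that maps to several places or that overlaps more than 1 gene, so that genes with near-identical copies and genes that overlap others are undercounted. The authors' deposited table also holds CPM values, for which each count was divided by the total of the reads of the genes in that table, a fold change (the ratio of SVZ CPM to cortex CPM) and the log10 of that ratio, calculated by the authors in a spreadsheet.

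The unstranded counts of each library were used here as deposited. The 4 lines that STAR gives for unmapped, multimapping, unassigned and ambiguous reads were kept out of library totals and are reported as shares of all reads. CPM was computed on the total of gene-assigned reads, 51435667 for the SVZ and 22050693 for the cortex, so that 1 read was worth 0.0194 CPM in the SVZ library and 0.0453 CPM in the cortex library. The main measure was the log2 ratio of SVZ CPM to cortex CPM with no pseudocount. A count of 0 was set at a floor of 3 reads and the ratio called a bound, and no ratio was given where both counts were at or under 3. With 1 library per area no test between the areas and no p-value was computed. Each ratio has an exact 95% Clopper-Pearson interval from the share of the gene's reads that came from the SVZ library, and each share of reads has an exact binomial interval. Genes at least 4-fold apart were counted among those with a mean of at least 10 CPM over both libraries.

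Gene lists were fixed before the data were examined: the study's markers of the SVZ and of the cortex, apical progenitors, intermediate progenitors, proliferation, neurons, upper-layer neurons, deep-layer neurons, interneurons, Cajal-Retzius cells, erythroid cells, blood vessels, microglia, meninges, choroid plexus, housekeeping and sex-linked genes, with the ribosomal protein genes as a class. Some genes stand in 2 lists: *Pax6*, *Sox2* and *Mki67*, which the study names, are also in a cell-type list. List genes with a mean of at least 1 CPM entered, and a list with fewer than 3 such genes got no shift. The shift of a list is its median log2 ratio minus the median over 10000 random lists of the same size, drawn without the list's own genes from the same of 20 bins of mean CPM. The percentile is the share of random lists with a lower median. It describes these libraries, since genes are not replicates.

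Genes are named in the text by a rule fixed before the data were examined: the markers of the study, members of the lists, the 5 genes per direction with the largest size by the end of the counting interval nearer to 0 among genes with a mean of at least 10 CPM, and the 5 most counted genes of each library. Ribosomal protein genes and mitochondrially encoded genes were treated as classes. A further marker is not reported here. Gene positions, strands, transcript lengths and GC content came from GENCODE M21 on GRCm38, matched by symbol. Lengths were found for 96.5% of the genes with a mean of at least 10 CPM.

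Alternatives set before the data were examined were TMM and upper-quartile scaling (edgeR 4.0.16), DESeq2 1.42.0 size factors, totals without the 10 most counted genes of either library, the sum of the deposited stranded counts, the SVZ library thinned at random to the cortex total, a pseudocount of 1 CPM, other expression minimums and fold thresholds, the list mean, and random lists not matched on expression. Centring of log2 ratios on 10 by 10 bins of transcript length and GC content was added after the data were seen, as were the progenitor lists without the named markers. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. The procedures were tested on simulated data, Poisson counts drawn from the real means and totals of the SVZ and cortex libraries with 200 genes changed 8-fold. Of the changed genes 100% were recovered past 4-fold, and 0 unchanged genes among the 8866 simulated genes tested passed 4-fold. The true ratio lay in 95.0% of the intervals. Poisson counts hold no PCR copies or lost molecules, so these values check the procedures, not interval coverage or false calls in the real libraries. A list of changed genes reached percentile 100, and 13.0% of 100 unchanged lists fell under the 5th or over the 95th percentile, where 10% was the nominal share.

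The gene set enrichment of the study and its barcoding libraries were not analysed here. No leave-one-out alternative exists with 1 library per area.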

Results

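Laser capture microdissection (LCM), in which chosen areas of a stained tissue section are cut out with a laser under the microscope, was followed by bulk RNA-seq on fresh-frozen mouse brain at embryonic day 16.5. The areas cut were the subventricular zone (SVZ), a germinal layer beside the lateral ventricles where neural progenitors divide, and the cortex, where the neurons they produce settle. In the study these libraries served as the benchmark for a light-directed barcoding method applied to the same areas. The barcoding libraries were not analysed here. The data comprised 2 libraries, 1 from each area. The SVZ library held 51435667 reads assigned to genes and the cortex library 22050693, a depth ratio of 2.33. With 1 library per area, no difference between the areas reported here has a replicate check. The intervals given are exact (Clopper-Pearson) 95% intervals of the read counts. They cover counting error only, because PCR copies of reads without molecular identifiers are not independent molecules, and they leave out variation between animals, sections and dissections. Among genes with a mean of at least 10 CPM (reads per gene scaled to the library total, as counts per 1000000), 89.3% had an interval that excluded equal CPM in the libraries. An interval away from 0 therefore separates these libraries, not the areas in general.

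The composition of the libraries was compared first, to see whether the pieces gave RNA-seq data of similar make-up. Reads assigned to genes made up 59.0% of all reads in the SVZ library and 59.1% in the cortex library. Unmapped reads took 16.0% and 14.3%, reads that mapped to several places 8.20% and 6.89%, reads outside genes 15.4% and 18.4%, and reads that fell in more than 1 gene 1.44% and 1.28%, in SVZ and cortex respectively. The widest counting interval among these shares spanned 0.0316 percentage points. The 10 most counted genes held 5.26% of the gene-assigned reads in the SVZ library and 7.64% in the cortex library. In the SVZ library the 5 most counted genes were *Malat1* (1.07% of gene-assigned reads), *H3f3b* (0.857%), *H1f0* (0.537%), *Sox11* (0.512%) and *Fabp7* (0.497%). In the cortex library they were *Map1b* (1.68%), *Dpysl2* (1.24%), *Malat1* (0.996%), *Nrep* (0.797%) and *Tuba1a* (0.629%). Ribosomal protein genes, of which 100 were listed, took 2.00% of the SVZ reads and 1.34% of the cortex reads. The list of 24411 genes held no mitochondrially encoded gene. At least 1 read was found for 15878 genes in the SVZ library and for 15064 in the cortex library. When at least 10 reads were required, the alternative that moved these counts most, they were 14505 and 13228.

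Next, 5 marker genes that the study names for these areas were examined. *Pax6*, *Mki67* and *Sox2* were named for the SVZ, and *Dpf3* and *Cdh13* for the cortex. *Pax6* (GRCm38 chromosome 2, 105668900 to 105697364) had 9245 reads in the SVZ library and 15 in the cortex library, a log2 CPM ratio of 8.05 (interval 7.32 to 8.88). *Mki67* (chromosome 7, 135689784 to 135716361) had 13865 and 124 reads and a log2 ratio of 5.58 (5.33 to 5.85). *Sox2* (chromosome 3, 34650405 to 34652461) had 2959 and 95 reads and a log2 ratio of 3.74 (3.44 to 4.05). On the cortical side, *Cdh13* (chromosome 8, 118283733 to 119324921) had 284 reads in the SVZ library and 10634 in the cortex library, a log2 ratio of -6.45 (-6.62 to -6.28). *Dpf3* (chromosome 12, 83213745 to 83487716) was covered by 117 and 62 reads, or 2.27 and 2.81 CPM. Its log2 ratio of -0.31 had an interval of -0.76 to 0.16, so a difference in *Dpf3* was not detectable at this depth. Thus 4 of the 5 markers differed beyond counting error towards the area they were named for. The marker that moved most with the processing was *Pax6*. When the stranded count columns were added up, its counts were 9649 and 57 and its log2 ratio was 6.18. *Elp4*, the next gene on the other strand (looked up after the values were seen), gained the same numbers of reads, 404 in the SVZ library and 42 in the cortex library, and these counts do not say from which of the genes they came. Its ratio is therefore less certain than its counting interval shows.

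**Figure D1:**
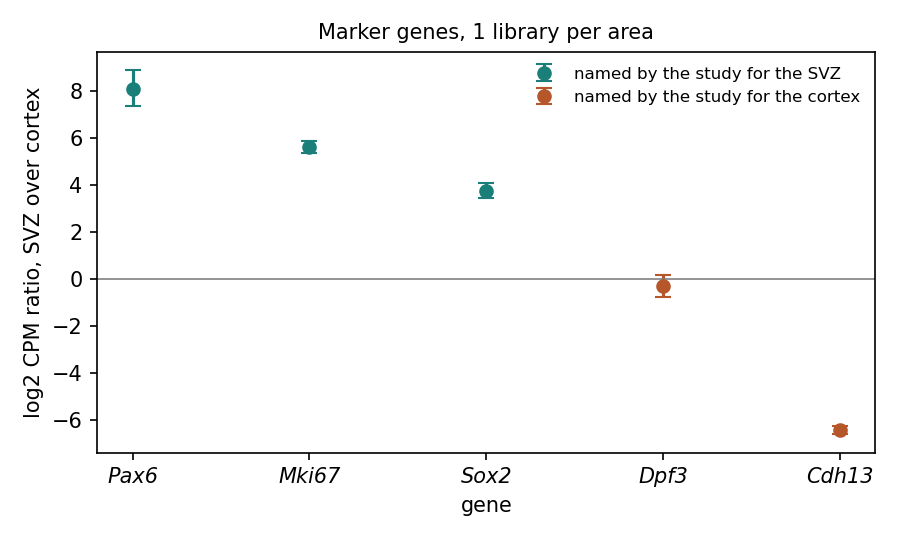
Log2 ratio of CPM in the SVZ library over CPM in the cortex library (vertical axis) for 5 marker genes named by the study (horizontal axis), 1 library per area. Points are the ratios and bars the exact 95% counting intervals. The interval of *Dpf3*, -0.76 to 0.16, includes 0, and those of the other 4 genes do not.

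To describe how far the areas differed across the transcriptome, genes were counted by a fixed rule of size. Of 9027 genes with a mean of at least 10 CPM over both libraries, 609 had a CPM at least 4-fold higher in the SVZ library and 424 had a CPM at least 4-fold higher in the cortex library. The whole counting interval lay past 4-fold for 553 and 380 of them. The median log2 ratio over all 9027 genes was 0.10, with quartiles of -0.46 and 0.61, and 72.8% of genes lay within 2-fold. Across these genes the CPM values of the libraries had a Spearman's rho of 0.729, a description over genes, which are not independent replicates. The counts depended most on the expression minimum. At a mean of at least 100 CPM, 87 of 2409 genes were 4-fold higher in the SVZ library and 100 in the cortex library, so that the SVZ side held 46.5% of the 4-fold genes in place of 59.0%.

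The genes with the largest differences were ranked by the end of their counting interval nearer to 0. On the SVZ side they were *Pdpn*, *Eomes*, *Cdc25c*, *Kif2c* and *Cdca5*. *Eomes* (chromosome 9, 118478212 to 118486132) had 11659 reads in the SVZ library and 2 in the cortex library, a log2 ratio of 11.29 (9.43 to 14.33). The other 4 had no read in the cortex library, where a count of 0 was set at the floor of 3 reads or 0.136 CPM. Against that floor *Pdpn* (chromosome 4, 143267431 to 143299564; 6220 SVZ reads) was at least 889-fold higher in the SVZ library. *Cdc25c* (chromosome 18, 34732993 to 34751533; 4838 reads) was at least 691-fold higher, *Kif2c* (chromosome 4, 117159639 to 117182639; 4623 reads) at least 661-fold, and *Cdca5* (chromosome 19, 6084983 to 6091777; 4035 reads) at least 577-fold. These bounds take the floor of 3 reads. The 2-sided intervals used for the ranking allow somewhat more and ended at log2 ratios of 9.50, 9.13, 9.07 and 8.87 for these genes in turn. Bounds and intervals, on the cortex side too, treat reads as independent and make no allowance for molecules lost from a small input of RNA. The fold bounds are therefore less certain than they read. On the cortex side the genes with the largest differences were *Necab1*, *Mc4r*, *Lrfn5*, *Hs3st4* and *Ntsr1*. *Lrfn5* (chromosome 12, 61523150 to 61858342) had 2 SVZ reads and 3218 cortex reads, a log2 ratio of -11.87 (-14.92 to -10.02). *Hs3st4* (chromosome 7, 123982869 to 124398989) had 3 and 2803 reads and a log2 ratio of -11.09 (-13.37 to -9.54). *Mc4r* (chromosome 18, 66857704 to 66860506) had 0 and 2999 reads and *Ntsr1* (chromosome 2, 180499976 to 180544980) 0 and 835. With the SVZ floor of 3 reads or 0.0583 CPM, they were at least 2332-fold and 649-fold higher in the cortex library. Their 2-sided intervals ended at log2 ratios of -10.89 and -9.04. The bounds of *Mc4r* and *Ntsr1* rest on the depth of the SVZ library. With that library thinned to the cortex total, they were log2 ratios of -9.97 and -8.12. *Necab1* (chromosome 4, 14952245 to 15149794) was listed at 0 reads in the SVZ library and 3102 in the cortex library, but the stranded columns held 194 and 3694 reads for it. Its log2 ratio from the stranded columns was -5.48, so its bound of 2412-fold is uncertain. All 10 genes are annotated as protein coding.

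Gene lists that stand for cell types, chosen before the data were examined, were then compared with random lists of the same size and expression level. The question was whether progenitor and neuronal transcripts as sets separate the areas. Medians are log2 CPM ratios over list genes with a mean of at least 1 CPM, and percentiles are ranks among 10000 random lists. The 3 progenitor lists lay above all 10000 random lists. The apical progenitor list had a median of 3.74 over 15 genes, the intermediate progenitor list 4.27 over 9 genes and the proliferation list 5.41 over 20 genes. Without the named markers *Pax6*, *Sox2* and *Mki67*, the apical progenitor median was 3.65 over 13 genes and the proliferation median 5.24 over 19 genes, both again above all random lists. Each gene of the 3 lists had the higher CPM in the SVZ library, except that *Ptprz1* (log2 ratio 0.05) changed side under TMM scaling, DESeq2 size factors and upper-quartile scaling. The neuron list had a median of -2.53 over 15 genes and the deep-layer neuron list -2.24 over 10 genes. Both lay below all random lists, with each gene higher in the cortex library. The Cajal-Retzius list had a median of -2.32 over 4 genes, at percentile 1.22. Of these, 3 were higher in the cortex library and *Nhlh2* (log2 ratio 0.09) was within counting error. *Trp73*, *Ndnf* and *Lhx5* fell below the expression minimum. The 3 markers named for the SVZ had a median of 5.58 at percentile 99.96. That list was chosen by the study, which used these libraries, and is not independent evidence. For the cortex markers examined no list shift was computed.

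The upper-layer neuron list was divided. Its median was 0.74 over 8 genes, at percentile 97.39, but 5 genes were higher in the SVZ library and 3 in the cortex library. *Unc5d* (14832 SVZ reads and 143 cortex reads) had a log2 ratio of 5.47, *Lhx2* 1.82 and *Pou3f2* 1.57, whereas *Rorb* had a log2 ratio of -3.13. The interneuron list likewise had 8 of 11 genes higher in the SVZ library and a median of 0.48 at percentile 88.02, while *Npy* had a log2 ratio of -4.73. The number higher in the SVZ library was 7 under TMM scaling, DESeq2 size factors, upper-quartile scaling and thinning. Among the lists for other cell types, microglial genes had a median of 3.41 over 10 genes, each higher in the SVZ library, above 9999 of the 10000 random lists. These genes were lowly expressed, with 3947 reads in the SVZ library and 204 in the cortex library in sum. Their difference to the median of the random lists, 3.21, moved most of all lists with the processing, to 1.91 with a pseudocount of 1 CPM. Blood vessel genes had a median of 0.35 over 10 genes (percentile 69.22), meningeal genes -0.30 over 6 genes (29.94) and erythroid genes 1.20 over 4 genes (85.78), none outside the range of the middle 95% of random lists. For blood vessels and meninges the list mean, set against random lists, took the opposite sign, -0.10 and 0.08. For the choroid plexus list only 2 genes passed the expression minimum, and no shift was computed. *Ttr* had 12363 reads in the SVZ library and 16 in the cortex library, a log2 ratio of 8.37 (7.67 to 9.18). The housekeeping list had a median of 0.55 over 11 genes at percentile 97.25, with 7 genes higher in the SVZ library under each scaling tried. The ribosomal protein genes had a median of 0.58 over 93 genes, above all random lists. That median stayed above 0 under each scaling and was lowest among the scalings, 0.48, under upper-quartile scaling. With log2 ratios centred on transcript length and GC content it was 0.23, at percentile 98.63. Of the sex-linked genes, the Y-linked *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* were read in both libraries, with a median log2 ratio of 0.56 at percentile 85.58. *Xist* was listed at 0 reads in both, in the unstranded and in the stranded columns. A shift was computed for 16 lists, the ribosomal protein class included, and 9 of these lay outside the middle 95% of their random lists.

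**Figure D2:**
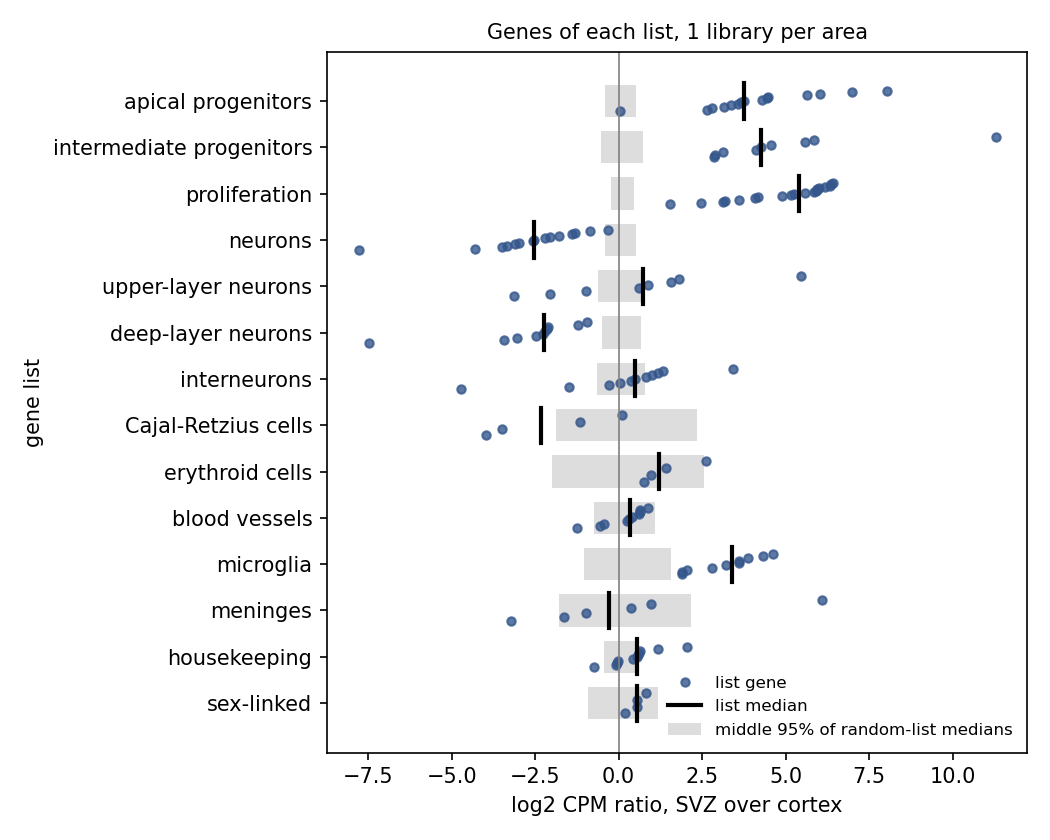
Log2 ratio of CPM in the SVZ library over CPM in the cortex library (horizontal axis) for the genes of each list (vertical axis), 1 library per area. Points are genes with a mean of at least 1 CPM (a count of 0 is drawn at the floor of 3 reads), black lines are list medians, and grey bars span the middle 95% of the medians of 10000 random lists. The apical progenitor, intermediate progenitor, proliferation and microglial medians lie right of their grey bars, and the neuron, deep-layer neuron and Cajal-Retzius medians left of theirs.

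Finally, the authors' deposited table of the comparison was set against the counts of each library. The table held 14240 genes, the number with at least 1 read in both libraries. For genes matched by name, 0 differed in the SVZ count and 0 in the cortex count. The log2 ratios from the authors' deposited table were higher by a constant, with a difference of -0.0023 (own ratio minus deposited ratio), since its totals of 51299087 and 22027325 reads were summed over the genes in the table. The authors' deposited table gave *Pax6* a fold change of 265, *Mki67* 48.0, *Sox2* 13.4, *Dpf3* 0.810 and *Cdh13* 0.0115, SVZ over cortex. The 2462 genes with reads in 1 library alone were not in the table. Of these, 36 had a mean of at least 10 CPM.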

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

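The comparison of this part was set out before its result was seen. A signal appeared in the stranded count columns, which entered the comparisons above as an alternative and not as the main counts. The unstranded counts of both libraries were at 0 reads for 7709 genes. Of these, 114 had more than the floor of 3 reads in the sum of the stranded columns of at least 1 library. Of the 114, 39 had at least 100. The 3 with the most reads, named after their values were seen, were *Zfp385c* (1511 stranded reads in the SVZ library and 961 in the cortex library), *6430562O15Rik* (1078 and 324) and *Gm16853* (878 and 306). The technical explanation looked at was overlap with a gene on the opposite strand. There unstranded counting sets a read aside as ambiguous while each stranded column assigns it. Of the 108 such genes found in GENCODE M21, 94.4% had exons that overlap exons of a gene on the opposite strand, against 9.27% of 7216 other genes at 0. The counting rule itself ties such gains to overlap, so this share is not an independent test of it. It shows how far GENCODE M21 holds that overlap. Which gene of an overlapping pair the reads came from stays open, since the stranded columns give the read to both genes when the library itself keeps no strand, so these reads show neither expression of the 114 genes nor its absence. No biological explanation was tested.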

How the results depend on the processing

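No paired analysis was possible because each area has 1 library, and for the same reason there was no replicate to leave out. No marker ratio, and no list shift outside the middle 95% of its random lists, changed its sign under the alternatives run. Centring on transcript length and GC content, and leaving the named markers out of the progenitor lists, were chosen after the data were seen.

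The numbers of genes at least 4-fold higher in the SVZ library (609) and in the cortex library (424) stayed within 1.5 times of these values under the 4 other scalings, the stranded sum, thinning, a pseudocount of 1 CPM, the whole-interval rule and length and GC centring. Over the scalings the SVZ count ranged from 573 to 596 and the cortex count from 434 to 466. The median of all genes moved by at most -0.099 (log2), under upper-quartile scaling. The counts moved with the rule itself, since other minimums test other numbers of genes. With no filter on low values they were 1868 and 1473 of 15847 genes, at a mean of at least 1 CPM 1300 and 893 of 12738, and at a mean of at least 100 CPM 87 and 100 of 2409. A ratio of at least 2 gave 1341 and 1113, and a ratio of at least 10 gave 329 and 158.

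For the marker genes, 4 of 5 lay beyond counting error on the side they were named for under each of the scalings, the stranded sum and thinning. With a pseudocount no interval was computed. *Pax6* moved to 6.18 in the stranded sum and to 6.75 with a pseudocount of 1 CPM. The pseudocount also moved *Cdh13* to -6.21 and each of the 10 genes with the largest differences. A pseudocount draws ratios of low counts towards 0.

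Of 110 list shifts recomputed under an alternative, 107 stayed within the range for the list's median, less the median of its random lists. That range is a 95% binomial interval of the median over the list's genes. For short lists, such as the 8 upper-layer genes, it spans from the lowest to the highest gene, so staying within it is a weak check. With a pseudocount of 1 CPM the microglial shift went from 3.21 to 1.91 and the Cajal-Retzius shift from -2.41 to -1.16, both within it. The blood vessel shift of 0.22 became 0.54 with a minimum of 10 CPM, which left 4 of its 10 genes. The ribosomal protein shift of 0.47 became 0.36 with the list mean and 0.17 with length and GC centring. A large part of the ribosomal protein shift thus went with transcript length and GC content, and the cause of the remainder was not tested. The 9 lists outside the middle 95% of random lists stayed there under the alternatives run, except the Cajal-Retzius list with a pseudocount of 1 CPM (percentile 3.24). The upper-layer list, at percentile 97.39, moved out of that range with a minimum of 10 CPM (99.88) and with length and GC centring (99.67). Under the other alternatives it stayed within the range, from percentile 77.03 with the list mean to 97.41 with the stranded sum. The blood vessel and meningeal shifts, within the range, changed sign with the list mean. Lists with under 3 genes past 10 CPM gave no value there. Depth limits the low genes: the microglial, meningeal and erythroid lists rest on few cortex reads (204, 241 and 272), and the Cajal-Retzius list on 788 SVZ and 976 cortex reads.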

Other observations

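Some tests were chosen after the result was seen. These are the tests of depth for the microglial list, of a lower share of neural cells and of absent erythroid cells. The tests of overlap for genes at 0 in 1 library and of lost molecules, and the comparison of raw counts with CPM, were also chosen then. Centring on transcript length and GC content was chosen after the data were seen, though before its own result. The other tests were set out before their results were seen.

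The microglial list stood apart although neither area was chosen for it. Each of its 10 genes had the higher CPM in the SVZ library, and none of them is in another list. *P2ry12* had 807 SVZ reads and 37 cortex reads, *C1qb* 752 and 16, and *Trem2* 173 and 0. Reads of 9 of the 10 genes were above the floor in the cortex library, so the difference is in level. The tables argue against depth and against transcript length and GC content as technical explanations. A depth difference would act alike on genes of like expression, but the middle 95% of medians of random lists matched on expression ended at 1.56, below the range for the microglial median (1.91 to 4.33). After centring on transcript length and GC content the shift against random lists was 3.07. A lower share of neural cells in the SVZ piece would raise vessel and erythroid genes alike. The median log2 ratio of the vessel genes was 0.35 (range for the median -0.55 to 0.64), below that of the microglial genes. The 4 erythroid genes went the other way, with a median of 1.20 (0.77 to 2.62), a range that overlaps the microglial one. The vessel genes argue against this explanation and the erythroid genes do not, so it is left undecided. Also open is a difference between these particular sections or cuts, which 1 library per area cannot separate from the area. A higher density of microglia in the SVZ may be the case, as a hypothesis from these libraries, and was not tested on others.

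Choroid plexus genes were found almost entirely in the SVZ library. *Ttr* stood at 240 CPM there against 0.726 CPM in the cortex library, and *Folr1* (141 reads), *Clic6* (88), *Kcne2* (58) and *Otx2* (40) had no cortex read, while *Kl* had none in either. A candidate explanation is choroid plexus tissue, which lies in the adjoining ventricle, within or on the SVZ piece. It was tested on a second list of 12 choroid plexus genes written down before they were looked up. Of the 10 with reads above the floor, 8 were higher in the SVZ library, although *Aqp1* and *Slc4a5* were within counting error, and 7 of the 10 were also above the floor in the cortex library. The median log2 ratio of the 8 genes past 1 CPM was 2.02, at percentile 98.87 among random lists. *Krt18* (147 and 0 reads) and *1500015O10Rik* (469 and 10) were higher in the SVZ library. *Igfbp2* (log2 ratio -0.25) and *Car12* (-1.29), which the cortex piece also expressed, were lower. Expression of these genes by cells of the SVZ itself stays open.

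Of the 12 erythroid list genes, 6 adult globin genes (*Hba-a1*, *Hba-a2*, *Hbb-b1*, *Hbb-b2*, *Hbb-bs* and *Hbb-bt*) were listed at 0 in both libraries, in the stranded columns too. Absence of erythroid cells is argued against by *Alas2*, with 761 reads in the SVZ library and 165 in the cortex library, and by the embryonic *Hba-x*, with 143 and 10. Another candidate explanation is that reads shared between near-identical copies or overlapping gene models were set aside. Transcripts of the globin genes at 0 that GENCODE M21 holds share between 51.5% and 84.6% of their stretches of 75 bases with another globin gene, whereas *Hba-x*, *Hbb-y* and *Hbb-bh1*, which had reads, share 0%. Sharing is partial, so it does not by itself give an exact 0. The RefSeq gene table for GRCm38.p6 argues against overlap: of the 6 genes at 0, it places 4 in their globin cluster, and 0 of the 4 overlap another gene there. It places *Hbb-b1* and *Hbb-b2* outside the cluster, where overlap with the cluster's genes was not tested. The authors' own gene models, in which these genes could be placed otherwise, were not used here. The explanation is left undecided, and erythroid content cannot be read from the adult globin genes in these counts.

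Of the genes in the authors' deposited table, 85.4% had the higher raw count in the SVZ library. The SVZ library held 2.33 times the reads of the cortex library, so most genes would have the higher raw count there without any difference in expression. By CPM the share was 53.9%.

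Genes at 0 in 1 library but well expressed in the mean (at least 10 CPM) numbered 36, of which 29 were at 0 in the cortex library. Overlapping gene models are argued against for 33 of them, which stayed at or under 3 reads in the stranded columns of the library where they were at 0, although 1 of the 33 overlaps a gene on its own strand, where those columns would not help. The remaining 3, *Necab1* (194 stranded reads in the SVZ library), *Car14* (46 in the cortex library) and *Pter* (9 in the cortex library), the last 2 named after their values were seen, gained reads. Of these, 2 have exons that overlap a gene on the opposite strand, too few to decide. Loss of molecules from the small RNA input is another candidate. Of 845 genes at 0.5 to 1 CPM in the cortex library, 12.4% had no SVZ read, where Poisson sampling at the SVZ depth would leave under 1 gene at 0. That share fell to 1.66% at 5 to 10 CPM and 0.0474% from 50 CPM upwards. In the other direction, of 891 genes at 0.5 to 1 CPM in the SVZ library 25.1% had no read in the shallower cortex library, where the Poisson number was also under 1 gene, and the share fell to 2.81% at 5 to 10 CPM and 0.179% from 50 CPM upwards. Such zeros would also arise from expression confined to 1 area, and lost molecules and a difference between areas cannot be told apart with 1 library per area. The floor of 3 reads treats reads as independent and makes no allowance for lost molecules.

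Transcript length and GC content had a weak relation to the ratios across genes, with a Spearman's rho of -0.207 and -0.126 over 8714 genes, which are not independent replicates. They do not account for the 4-fold genes as a whole: of the 8714 genes, 936 were at least 4-fold apart in either direction after centring, against 999 before.

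In the authors' deposited table, 23 genes carried a calendar date in place of a symbol, as spreadsheets make of symbols that look like dates. Most were of the March and Sept families. Under 1 such date stood 2 genes, *Marc2* and *March2*, so these can be told apart by their counts alone. The 23 genes held 236939 SVZ reads and 82998 cortex reads. Among the 10 genes with the largest differences, those at 0 in 1 library were not in that table at all: *Pdpn*, *Cdc25c*, *Kif2c*, *Cdca5*, *Necab1*, *Mc4r* and *Ntsr1*.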
